A study of Homo sapiens with 16 samples.

How the data were processed

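Chromatin was profiled in PEO1-R, an olaparib-resistant subline of PEO1, an established high-grade serous ovarian cancer cell line. CUT&RUN and CUT&Tag cleave or tag DNA next to an antibody bound in permeabilised cells, so that DNA near the antibody's target is sequenced. CUTAC is a CUT&Tag variant in which an H3K4me2 antibody and a low-salt tagmentation buffer direct the tagging to accessible DNA. Per the labels' protocols, 100000 cells went into each CUT&RUN reaction and 500000 into each CUT&Tag or CUTAC reaction. Treatment lasted 72 h. The CUT&Tag and CUTAC cells received DMSO or 2 µM olaparib with 1 µM UNC0642, and the doses behind the CUT&RUN libraries are not given in the sources used here. Olaparib inhibits PARP, and UNC0642 inhibits the histone methyltransferases EHMT1 (GLP) and EHMT2 (G9a).

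The files were 16 peak lists, 1 per library, called by the authors for each library and not on pooled replicates. The aligner, the peak caller, its settings and the genome build are not given in the sources used here. Each deposited list has the narrowPeak layout. Its fold column is the authors' ratio of a peak's signal to the local background. Its significance columns are the deposited −log10 p and −log10 q of each peak, and its score column is the authors' −log10 q multiplied by 10 and truncated to a whole number. These values belong to the peak in its own list. They were used to rank, filter or describe peaks within that list and, as set out below, to recover the depth of its library. The lowest −log10 q in any list was 1.31 in G9a CUT&RUN and 1.0 in CUTAC. The names of the CUT&Tag and CUTAC lists speak of fragments shorter than 120 bp. Sonicated input and yeast spike-in DNA named in the labels were not analysed here, so no spike-in scaling entered any value.

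Distinct intervals on chromosomes 1 to 22, X and Y counted as peaks. An interval listed more than once counted once, which affected 3823 intervals of the CUTAC DMSO list and none of the G9a lists. Mitochondrial intervals, 9 in the CUT&RUN IgG list and 46 to 52 in each CUT&Tag or CUTAC list, were left out. Peaks sharing at least 1 bp counted as shared. Regions were made by merging overlapping G9a peaks over the 8 G9a lists. Chance overlap was the mean over 100 circular shifts of a list within each chromosome, by at least 1000000 bp.

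Gene positions came from a RefSeq gene table of assembly GRCh38.p14, with 20037 protein-coding genes. The build of the deposited coordinates was inferred: 42.8% of the H3K4me3 peaks lay within 1000 bp of an annotated gene end, against 9.59% after displacing the gene ends by 10000 bp and 6.64% after 1000000 bp. Coordinates below are therefore the authors', read as GRCh38 and counted from 1. The table gives no strand, exons or UTRs. The planned promoter window around start sites was replaced by 1000 bp either side of both annotated ends of a gene, called gene ends here, so that a peak at a gene end can lie at either its start or its 3′ end. All 30 genes of each of the 2 lists below matched a symbol, 1 of them by an older symbol.

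The depth of each library was recovered from its list. Fold and −log10 p of a peak were matched to a Poisson tail, with 1 added to both sides of the fold, for whole numbers of overlapping fragments times a scale per library. This form is an assumption, tested on the files: within 0.002 of the deposited −log10 p, 98.5% of the weaker peaks were matched in the G9a list with the fewest matches and 100.0% in the CUT&Tag and CUTAC lists. With p shuffled between peaks, the share matched was at most 11.7%. On simulated peak heights with scales of 1, 0.95, 0.67 and 0.28, every scale was recovered and 100.0% of the heights were exact. The simulation used the same assumed form, so it checked the solution and not the form. Its backgrounds were higher than the background coverage of the CUT&Tag and CUTAC lists, which it therefore did not cover. The solution was limited to peaks with a −log10 p under 60. The scale was 1 in the IgG, CUT&Tag and CUTAC lists, as for a list called without a control. It was between 0.597 and 0.949 in the G9a lists and 0.283 in the H3K4me3 list, as for treatment coverage scaled down to a shallower control. The control depth recovered for the G9a lists ranged from 6.11 to 7.52 fragments per kb, so the G9a lists were not all called against the same control. For lists without a scale the fragment length is not fixed exactly, and the recovered background coverage per base is given instead of a depth. Fragments means reads where a single end was used, which the sources used here do not say.

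Before the data were examined, the comparisons, tests, alternatives, gene lists and the rule for naming genes were fixed. The sizes of the files, which follow the number of peaks, were visible at that time. The effect of each drug on G9a peak number was the difference in mean log2 peak number over 4 and 4 libraries. It was tested by an exact two-sided permutation test within the arms of the other drug, with 36 arrangements and a smallest p of 0.0556. Pairwise contrasts of 2 and 2 libraries have 6 arrangements and a smallest p of 0.333. Neither design can reach 0.05. Shares of peaks were tested in the same way as the drug effects. The 5 drug-effect tests formed a family for Benjamini-Hochberg adjustment. Similarity of 2 lists was the Jaccard index, the share of their merged regions that held a peak of both. Its mean over same-treatment pairs was compared one-sided with all 105 ways of pairing the 8 libraries. Lost regions were those with a peak in at least 3 of the 4 libraries without UNC0642 and in none of the 4 with it. H3K27ac and CUTAC had 1 library per treatment, so no test was made. Their shares carry 95% Wilson intervals, which cover counting error only. Gene lists were compared with 10000 random lists of the same size, matched on the presence of an H3K4me3 peak at a gene end.

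Genes were named by the fixed rule, ranked by the mean within-list percentile of −log10 q. They were up to 6 with a gene-end G9a peak in both DMSO libraries and none with UNC0642, up to 4 with the reverse pattern, and up to 4 with a peak in all 8 libraries, each without a CUT&RUN IgG peak. For H3K27ac they were up to 4 per direction with a peak in a single treatment and in neither no-primary control. EHMT1, EHMT2 and members of the 2 lists could also be named, and those with a G9a peak at a gene end are given. The alternatives were a −log10 q of at least 3, every deposited interval, merging within 500 bp, removal of peaks in the control lists, equal numbers of top peaks, an overlap of at least 50% of both intervals, gene ends of 2500 bp, unrestricted permutation, a replicate block, covered base pairs, other definitions of a lost region, and leaving out each replicate in turn. Further alternatives were added after the data were seen: gene ends with an H3K4me3 peak, peaks of at least 10 fragments, and a common minimum height per depth. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.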

Results

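The series profiled where G9a, the histone methyltransferase EHMT2, sat on chromatin in PARP-inhibitor-resistant PEO1-R cells, and how olaparib, the EHMT1/2 inhibitor UNC0642 and their combination changed that. G9a was mapped by CUT&RUN in 8 libraries, 2 for each of DMSO, olaparib, UNC0642 and the combination. CUT&RUN with an IgG isotype control and with an H3K4me3 antibody, which marks active promoters, was made once each in untreated cells. CUT&Tag for H3K27ac, a mark of active promoters and enhancers, CUTAC, and CUT&Tag without a primary antibody were made once each for DMSO and for the combination. The labels call the antibody of these last 2 libraries IgG, with the catalogue number that the protocol gives for the secondary antibody, and the protocol describes the negative control as having no primary antibody. Peak names inside the list of the library labelled PEO1-R H3K4me3 carried the letter S where those of the G9a lists carried R. That list served as a map of H3K4me3 sites only.

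Depth recovered for the G9a libraries was 6.75 and 11.2 fragments per kb for DMSO, 7.29 and 10.4 for olaparib, 8.21 and 10.1 for UNC0642, and 11.1 and 11.1 for the combination. It averaged 8.93 ± 2.24 fragments per kb without UNC0642 (SD, n = 4) and 10.1 ± 1.35 with it (SD, n = 4). The weakest G9a peaks rested on 7 to 13 overlapping fragments, depending on the library. The H3K4me3 library was deeper, at 38.0 fragments per kb. Background coverage was 0.0307 and 0.0328 fragments per base in H3K27ac for DMSO and the combination, 0.349 and 0.151 in CUTAC, and 0.0393 and 0.0248 without a primary antibody. The weakest peaks of these 6 lists rested on 2 or 3 fragments and the median peak on 5 or 6.

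The question of the G9a experiment was how each drug changed G9a occupancy. The G9a lists held 10052 and 5170 peaks for DMSO, 4371 and 4018 for olaparib, 1193 and 2099 for UNC0642, and 2999 and 894 for the combination. The mean was 7611 ± 3452 peaks for DMSO (SD, n = 2), 4194.5 ± 250 for olaparib (SD, n = 2), 1646 ± 641 for UNC0642 (SD, n = 2) and 1946.5 ± 1488 for the combination (SD, n = 2). Each of the 4 libraries with UNC0642 had fewer peaks than each of the 4 without it, in all 16 pairs. Mean log2 peak number fell by 1.77 with UNC0642, a 3.41-fold lower geometric mean. The exact two-sided permutation test gave p = 0.0556 and an adjusted p of 0.0695, the raw p being the smallest that its 36 arrangements allow. Without DMSO replicate 1, the longest list, the difference was −1.48. Of the alternatives, base pairs covered by peaks moved the difference most apart from the libraries left out, to −2.07 on the log2 scale.

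**Figure D1:**
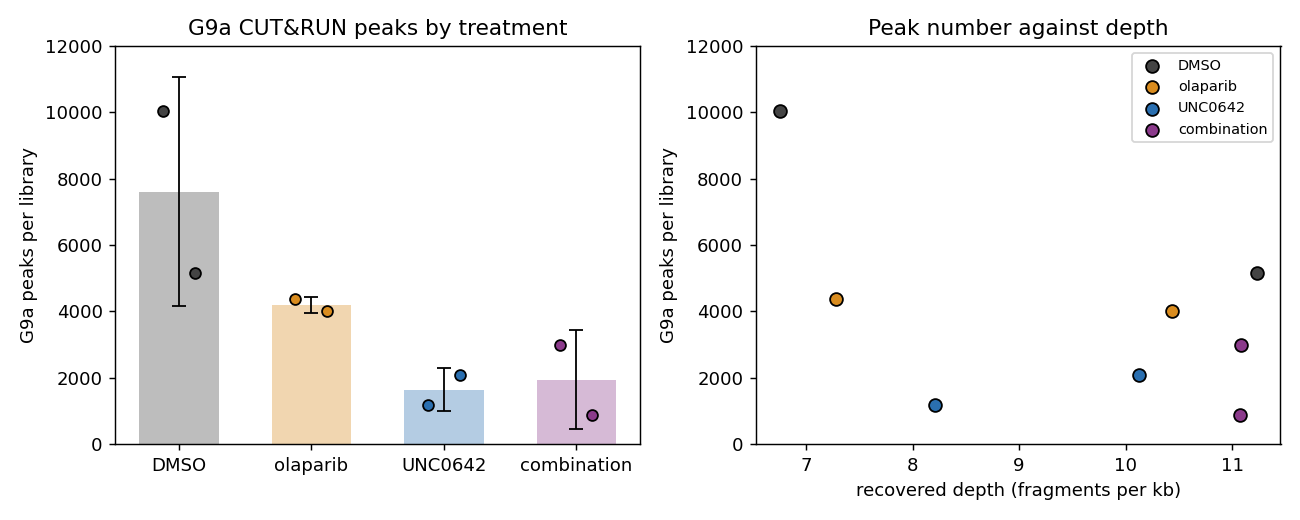
G9a CUT&RUN peaks per library: the left panel gives the number of peaks by treatment, with points for the 2 libraries, bars for their mean and error bars for the SD; the right panel plots the same numbers against the recovered depth in fragments per kb. The 4 libraries with UNC0642 held 894 to 2999 peaks and the 4 without it 4018 to 10052, and the shallowest library, at 6.75 fragments per kb, had the most.

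The effect of olaparib on peak number was smaller. Mean log2 peak number fell by 0.37 with olaparib (exact permutation p = 0.556, two-sided, adjusted p 0.556). The direction rested on single libraries: the difference was 0.16 without DMSO replicate 1 and 0.15 without combination replicate 2. In the pairwise contrasts with DMSO, mean log2 peak number fell by 2.19 for UNC0642, by 0.78 for olaparib and by 2.14 for the combination. Each gave an exact permutation p of 0.333, the smallest possible with 2 against 2 libraries. The combination value was −1.27 without combination replicate 2 and −3.01 without combination replicate 1.

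Peak number was set against depth across the 8 G9a libraries, with exact two-sided tests over 40320 pairings. Pearson's r between depth and log2 peak number was −0.381 (exact permutation p = 0.343) and Spearman's rho −0.214 (exact permutation p = 0.619). Without the 2 libraries farthest from the median depth, r was 0.434. The background height and the control depth recovered from the lists gave r of 0.0790 (exact permutation p = 0.856) and −0.0630 (exact permutation p = 0.884), with rho of 0.119 and −0.0950. After adjustment over the 3 relations, every p for r was 0.884 and every p for rho 0.840. With treatment groups this far apart in peak number, a pooled correlation mixes differences within and between groups. Within the arms of 4 libraries, too few for a correlation, the shallowest library had the longest list without UNC0642 (10052 peaks at 6.75 fragments per kb) but not with it (1193 peaks at 8.21 fragments per kb).

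Overlap was compared between lists of the same and of different treatments. The Jaccard index of the 2 libraries of a treatment was 0.323 for DMSO, 0.353 for olaparib, 0.311 for UNC0642 and 0.239 for the combination. Its mean, 0.306, stood above the mean of 0.238 over pairs of different treatments (exact p = 0.0667 over all pairings of the 8 libraries, one-sided). With the 894 strongest peaks of every list, which removes the differences in length, the means were 0.369 and 0.321 (exact one-sided p = 0.00952, the smallest that the pairings allow). Single pairs went the other way: UNC0642 replicate 2 and combination replicate 1 had an index of 0.352, above that of the 2 combination libraries. With the strongest peaks, UNC0642 replicate 1 and combination replicate 1 had 0.384, against 0.332 for the 2 UNC0642 libraries. Without DMSO replicate 1 the full lists gave an exact one-sided p of 0.181.

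The 8 lists merged into 13121 regions, of which 7117 had a peak in a single library and 415 in all 8. Regions with a peak in both libraries of a treatment numbered 3638 for DMSO, 2179 for olaparib, 782 for UNC0642 and 749 for the combination. Of the 782 found in both UNC0642 libraries, 765 had a peak in a DMSO library, and of the 749 of the combination 716 did. Lost regions, with a peak in at least 3 of the 4 libraries without UNC0642 and in none with it, numbered 1109. The mirror pattern numbered 10. Leaving out DMSO replicate 1, DMSO replicate 2, olaparib replicate 1 or olaparib replicate 2 gave 380, 475, 617 and 669 lost regions, since all 3 remaining libraries without UNC0642 then had to hold the peak. With the 894 strongest peaks of each list, 75 regions were lost and 55 showed the mirror pattern.

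Among the 3638 regions of both DMSO libraries, 1968 had a peak in at least 1 library with UNC0642 and 1670 had none. With the regions split by rank in the DMSO lists into 5 equal groups, 23.8% of the lowest group were kept and 91.6% of the highest. In each group, regions at an H3K4me3 peak were kept less often than the others, with 14.7% against 30.9% in the lowest group and 89.2% against 94.3% in the highest. These 2 comparisons were chosen after the data were seen.

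**Figure D2:**
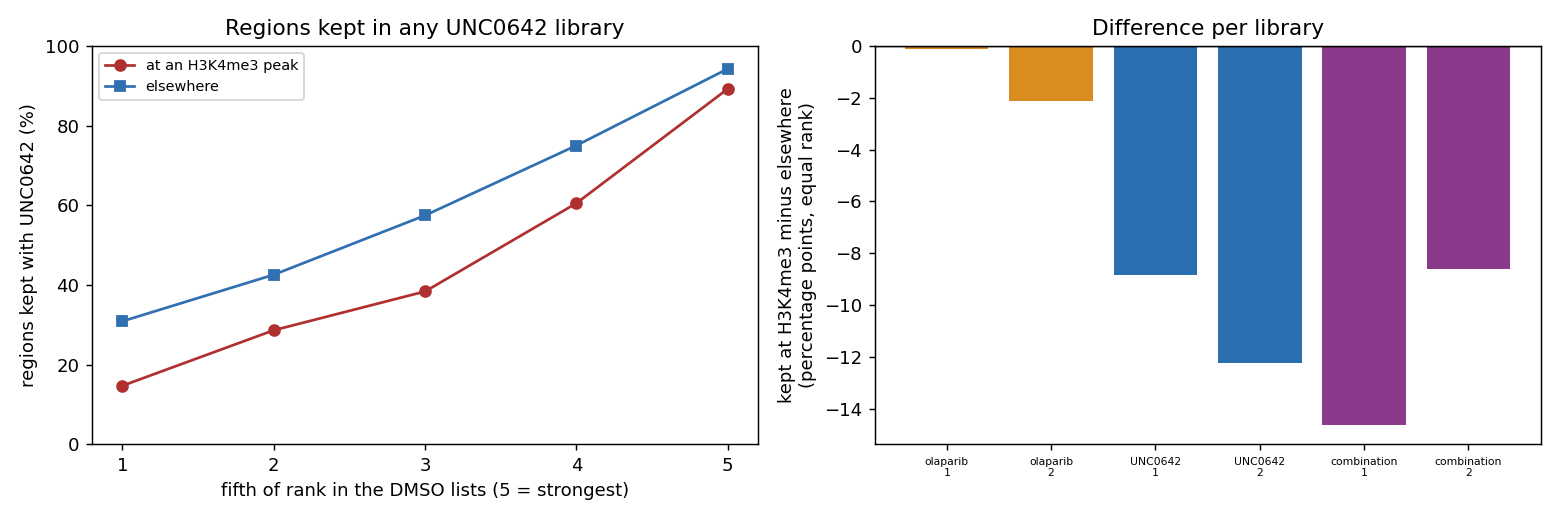
G9a regions of both DMSO libraries found again in other libraries: the left panel plots, for 5 equal groups by rank in the DMSO lists, the percent with a peak in any library with UNC0642, at H3K4me3 peaks and elsewhere, and rises from 14.7% to 89.2% and from 30.9% to 94.3%. The right panel gives, per library, the percent kept at H3K4me3 minus the percent kept elsewhere at equal rank, which was −0.13 and −2.14 percentage points for olaparib and between −14.6 and −8.62 for the 4 libraries with UNC0642.

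The position of G9a peaks was compared with H3K4me3 sites, gene ends and IgG peaks. H3K4me3 peaks coincided with 37.6% ± 2.56 of the G9a peaks for DMSO (SD, n = 2), 34.4% ± 0.378 for olaparib (SD, n = 2), 28.0% ± 1.31 for UNC0642 (SD, n = 2) and 25.5% ± 2.54 for the combination (SD, n = 2). Chance overlap was 1.85% to 2.04%. With UNC0642 the share fell by 9.26 percentage points, and the 4 libraries with it, at 23.7% to 28.9%, lay apart from the 4 without it, at 34.1% to 39.4% (exact permutation p = 0.0556, two-sided, adjusted p 0.0695). With the 894 strongest peaks of each list it fell by 17.4 points, from 44.9% ± 4.65 (SD, n = 4) to 27.5% ± 1.19 (SD, n = 4). When at least 50% of both intervals had to overlap, it fell by 1.86 points.

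Gene ends coincided with 6.72% ± 0.370 of the G9a peaks for DMSO (SD, n = 2), 4.65% ± 0.108 for olaparib (SD, n = 2), 3.31% ± 0.173 for UNC0642 (SD, n = 2) and 3.17% ± 0.424 for the combination (SD, n = 2). Chance overlap was between 2.60% and 2.94%, and the shares of the 4 libraries with UNC0642 lay inside the range of their own shifted lists. The share fell by 2.45 points with UNC0642, again with no overlap between the arms (exact permutation p = 0.0556, two-sided, adjusted p 0.0695). Requiring an overlap of at least 50% of both intervals left almost no peaks and a difference of 0.00492 points. The CUT&RUN IgG list had 1868 peaks, of which 42.1% lay at gene ends (95% Wilson interval 39.9% to 44.3%). IgG peaks coincided with 0.333% ± 0.144 of the G9a peaks without UNC0642 (SD, n = 4) and 1.40% ± 0.714 with it (SD, n = 4), a rise of 1.07 points (exact permutation p = 0.0556, two-sided, adjusted p 0.0695). With equal numbers of top peaks the rise was 0.811 points (exact permutation p = 0.222, two-sided). The full lists held 10 to 32 such peaks per library.

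The 3638 G9a regions of both DMSO libraries were also set against the DMSO lists of the other assays. H3K27ac peaks lay in 40.7% of them (95% Wilson interval 39.1% to 42.3%, chance 2.11%). CUTAC peaks lay in 56.6% (55.0% to 58.2%, chance 16.5%) and H3K4me3 peaks in 44.4% (42.8% to 46.0%, chance 2.28%). Peaks of the CUT&Tag control without a primary antibody lay in 18.0% (16.8% to 19.3%, chance 1.75%).

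Of 20037 protein-coding genes, 255 had a G9a peak at a gene end in both DMSO libraries. The count depended on the library: it was 357 without DMSO replicate 1 and 732 without DMSO replicate 2. Of the 255 genes, 156 had none in the 4 libraries with UNC0642 and no IgG peak. The highest ranked was YIF1A (gene ID 10897), with a peak on chromosome 11 from 66289265 to 66290018 in DMSO replicate 1, outside the annotated gene, at a fold enrichment of 13.9 in the authors' list and 11.0 in DMSO replicate 2. FAM184A (gene ID 79632) followed, with a peak on chromosome 6 from 119146931 to 119148593 overlapping the gene, at 13.5 and 11.9. KRTAP4-9 (gene ID 100132386) had a peak on chromosome 17 from 41104552 to 41105092 outside the gene, at 9.16 and 7.12. TM4SF1 (gene ID 4071) had a peak on chromosome 3 from 149377414 to 149378192 overlapping the gene, at 10.4 and 8.46. ZNF185 (gene ID 7739) had a peak on chromosome X from 152895962 to 152897372 outside the gene, at 8.24 and 9.46. FAM221B (gene ID 392307) had a peak on chromosome 9 from 35815176 to 35815490 outside the gene, at 7.84 and 6.44. Coordinates are those of DMSO replicate 1, and the 2 values for each gene are the fold enrichments in replicates 1 and 2. The olaparib libraries did not enter the rule for these 156 genes, so the absence need not be specific to UNC0642. With olaparib alone 200 and 190 G9a peaks lay at gene ends, against 702 and 334 for DMSO.

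No gene had a G9a peak at a gene end in the 4 libraries with UNC0642 and in neither DMSO library, without an IgG peak. This rule needs a peak in all 4 of the shortest lists, which held 38, 72, 86 and 31 peaks at gene ends. The DMSO lists held 702 and 334, so the 0 and 156 genes cannot be compared as gain against loss. In all 8 libraries 13 genes had a G9a peak at a gene end, without an IgG peak. MARCHF4 (gene ID 57574) ranked first, with a peak on chromosome 2 from 216372623 to 216373650 in DMSO replicate 1, outside the gene, at a mean percentile of 98.1 over the 8 lists. NTNG1 (gene ID 22854) had a peak on chromosome 1 from 107138129 to 107139274 outside the gene, at a mean percentile of 90.9. ETNK1 (gene ID 55500) had a peak on chromosome 12 from 22689993 to 22690642 overlapping the gene, at 90.6. TM4SF4 (gene ID 7104) had a peak on chromosome 3 from 149473407 to 149474234 outside the gene, at 89.1. An H3K4me3 peak lay at an end of each of these 4 genes. It also did for 4 of the 6 genes named above without a peak with UNC0642, the exceptions being FAM184A and KRTAP4-9. Either end of a gene counted, so the H3K4me3 peak need not lie at the end with the G9a peak.

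The genes encoding the inhibitor's targets, EHMT1 and EHMT2, had no G9a peak at a gene end in any of the 8 lists. Of 30 genes of antigen presentation and interferon signalling, 0 had such a peak in both DMSO libraries, where random lists had 0.458 on average. RIGI and IFIT3 each had one in DMSO replicate 1 alone, so that the count was 2 without DMSO replicate 2, where random lists had 1.33 on average. Of 30 homologous recombination genes, RAD51B alone had a G9a peak in both DMSO libraries, where 39.1% of the random lists had at least 1. Without DMSO replicate 2 the count was 4, with BRCA1, EXO1 and RBBP8 added, where random lists had 1.40 on average and 4.79% of them reached 4. RAD51B also had a peak in 1 of the 4 libraries with UNC0642.

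H3K27ac was compared between DMSO and the combination in 1 library each, so the differences have no replicate check. The lists held 87649 peaks for DMSO and 86867 for the combination, a ratio of 0.991. Among peaks of at least 10 fragments the direction was reversed, with 8804 and 11646 peaks and a ratio of 1.32. Of the DMSO peaks 9.50% (95% Wilson interval 9.31% to 9.70%) overlapped a combination peak, and of the combination peaks 9.60% (9.41% to 9.80%) overlapped a DMSO peak, with chance at 0.651% and 0.656%. In the control without a primary antibody, 73742 and 41781 peaks were called. Of these, 2.56% (2.45% to 2.68%) and 4.54% (4.35% to 4.74%) were shared. Control peaks of the same treatment coincided with 3.63% of the H3K27ac peaks for DMSO and 3.45% for the combination. Of the alternatives, restriction to peaks of at least 10 fragments, chosen after the data were seen, moved the shared part of the DMSO list most, to 24.4%. H3K27ac peaks lay at H3K4me3 peaks in 12.7% of cases for DMSO (12.4% to 12.9%) and 16.9% for the combination (16.7% to 17.2%), against 9.70% (9.49% to 9.91%) and 11.7% (11.4% to 12.1%) of the control peaks. Wilson intervals here treat peaks as independent and cover counting error only.

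CUTAC gave 740879 peaks for DMSO and 280552 for the combination, a ratio of 0.379. Of the DMSO peaks 8.67% (95% Wilson interval 8.61% to 8.74%) and of the combination peaks 22.9% (22.7% to 23.1%) were shared, with chance at 2.50% and 6.60%. Background coverage was 2.31 times higher in the DMSO library, close to the 2.64 times more peaks, and in the no-primary control 1.59 times more coverage went with 1.77 times more peaks. In H3K27ac the DMSO library had 0.936 times the coverage and 1.01 times the peaks of the combination library. CUTAC peaks lay at H3K4me3 peaks in 5.65% of cases for DMSO (41834 peaks) and 12.8% for the combination (35818 peaks). In the no-primary control these shares were 9.70% and 11.7%. The difference in CUTAC peak number therefore lay mostly outside H3K4me3 peaks.

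**Figure D3:**
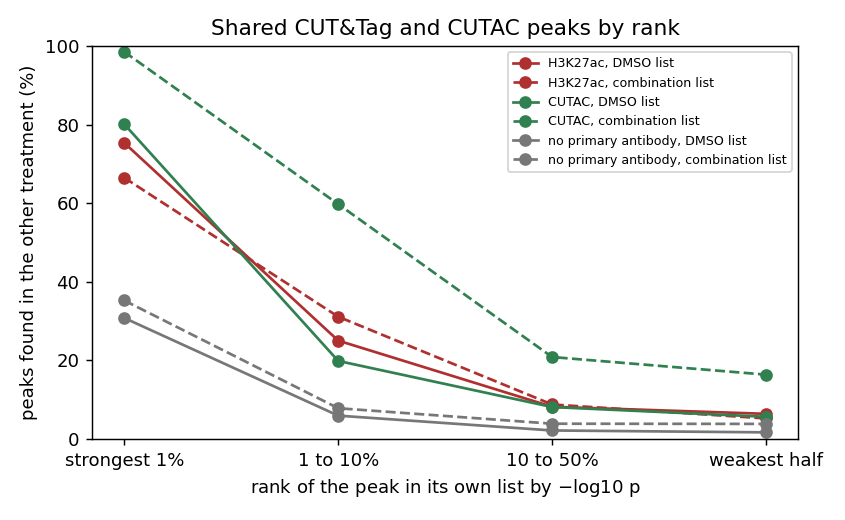
Share of peaks found in the other treatment, in percent, against the rank of the peak in its own list by −log10 p, for H3K27ac, CUTAC and the control without a primary antibody; solid lines are DMSO lists and broken lines combination lists, from 1 library each. In H3K27ac the share fell from 75.3% in the strongest 1% of the DMSO list to 6.41% in its lower 50%.

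The shared part depended on rank. In H3K27ac, 75.3% of the strongest 1% of DMSO peaks and 66.5% of the strongest 1% of combination peaks had a counterpart, against 6.41% and 5.24% in the lower 50%. In CUTAC the strongest 1% were shared at 80.1% and 98.5%. In the no-primary control they were shared at 30.8% and 35.3%.

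At gene ends, 6449 genes had an H3K27ac peak for DMSO, 7233 for the combination and 3725 for both. A peak in the combination, none in DMSO and none in either control was found at 1917 genes, and the reverse at 1587. The highest ranked for the combination were LOC124900512 on chromosome 2 from 96009992 to 96010163 at a fold enrichment of 26.5, RAB17 on chromosome 2 from 237575303 to 237575410 at 22.1, NARS1 on chromosome 18 from 57621754 to 57621933 at 21.8, and DCPS on chromosome 11 from 126303917 to 126304041 at 20.0. For DMSO they were NR1H2 on chromosome 19 from 50376337 to 50376421 at 21.3, DNTTIP2 on chromosome 1 from 93878578 to 93878696 at 20.5, and a peak on chromosome 17 from 32350010 to 32350113 at 19.5 that lay at the ends of both C17orf75 and ZNF207. An H3K4me3 peak lay at an end of each of these genes, which need not be the end with the H3K27ac peak. Of the homologous recombination list, 13 genes had an H3K27ac peak for DMSO, 17 for the combination and 9 for both. Of the antigen presentation list, 13, 15 and 8 did. Neither list was compared with random lists for H3K27ac, and the number over all genes was also higher for the combination.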

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

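The gene ends with H3K4me3, the peaks of at least 10 fragments and the common minimum height per depth were chosen after the data were seen. The lower G9a peak number with UNC0642 kept its direction under every alternative run for it and every library left out, between −2.07 and −1.48 on the log2 scale. The contrasts of UNC0642, olaparib and the combination with DMSO, not computed for covered base pairs or a common minimum height, kept theirs under the alternatives run for them, with the lowest and highest values without a library at −2.67 and −1.71, −1.26 and −0.30, and −3.01 and −1.27. None of these could pass 0.05 under the main test, so staying above it says nothing about stability.

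Unrestricted permutation of the 8 labels, with 70 arrangements, gave exact p = 0.0286 for the lower peak number (−1.77), the lower share at H3K4me3 (−9.26 points), the higher share at IgG peaks (1.07 points) and the lower share at gene ends (−2.45 points). The cause is the larger number of arrangements. The effect of olaparib on peak number changed sign when a library was left out, between −0.87 and 0.16, and the positive values came without DMSO replicate 1 (0.16) and without combination replicate 2 (0.15). The share at gene ends changed sign when 50% of both intervals had to overlap (0.00492 points), by construction, since few peaks are as wide as the gene-end window. Its values were −2.82 to −2.02 without a library. The share at H3K4me3 kept its direction, from −17.4 points with equal numbers of top peaks to −1.86 with 50% overlap, and from −9.98 to −8.12 without a library.

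Mean replicate overlap passed 0.05 with a −log10 q of at least 3 (0.312, exact p = 0.0476), with equal numbers of top peaks (0.369, exact p = 0.00952) and with 50% overlap (0.202, exact p = 0.0381). Without a library it ranged from 0.291 to 0.329, and passed without combination replicate 1 (exact p = 0.0190) or 2 (exact p = 0.0286). Lost regions numbered 75 with equal numbers of top peaks, 348 when all 4 libraries had to hold the peak and 1670 when only both DMSO libraries had to, and 380 to 1513 without a library. These follow from shorter lists, from how many libraries must hold a peak or, for the higher counts without a library with UNC0642, from how many must lack it.

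The shared part of the H3K27ac DMSO list was 9.26% with a −log10 q of at least 3, 6.96% without control peaks, 5.20% with 50% overlap and 24.4% for peaks of at least 10 fragments. That of the CUTAC DMSO list was 9.04%, 7.66%, 4.32% and 13.2% under the same settings, 9.13% with every deposited interval, 10.1% after merging within 500 bp and 13.4% with equal numbers of top peaks. Apart from the wider or narrower definition of overlap, the cause was not tested. The antigen presentation list had 1 gene (TAP2) with gene ends of 2500 bp and 0 to 2 without a DMSO library. The homologous recombination list had 0 genes with gene ends limited to those with H3K4me3 and 1 to 4 without a DMSO library.

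With the replicate block, the effect of UNC0642 on peak number was −1.77 with an exact p = 0.125, the smallest its 16 arrangements allow. It changed no call. In peak presence, same-numbered libraries did not deviate together: over the 6 pairs of treatments, the correlation of the replicate differences in peak presence ran from −0.119 to 0.0530. Control depth and the share at IgG peaks, however, were higher in replicate 2 than in replicate 1 in all 4 treatments, for example at 7.52 and 6.41 fragments per kb for DMSO, so a difference between the replicate numbers is not excluded. Removal of control peaks leaves no share at IgG peaks, and equal list lengths leave no difference in number, so neither has a value.

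Over all results and settings other than leaving out a library, 77 values kept their side of the threshold or stayed within their limits, 16 moved, 7 newly passed the threshold and 1 tested value changed sign. With a library left out, 62 did so, 6 moved, 2 newly passed and 2 changed sign. Many of the 77 and 62 had a p that could not pass. The 77 also include an untested value that changed sign within its limits, the H3K27ac peak number, which went from −0.01 to 0.40 on the log2 scale for peaks of at least 10 fragments. The CUT&Tag and CUTAC lists had the fewest fragments behind their median peak, 5 or 6. How far depth limits each list was not measured.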

Other observations

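The tests in this part were chosen after the result was seen, except for the lists of equal length and the permutation test of peak number, which had been chosen earlier.

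The lower G9a peak number and the 1109 lost regions with UNC0642 were weighed against 3 technical explanations. Of the 35 splits of the 8 libraries into 4 and 4, only the real split reached 1109 lost regions, and the highest of the others gave 548. The 4 lists with UNC0642 are the 4 shortest, which favours this split by itself, so the count adds nothing to the test of peak number, whose exact permutation p of 0.0556 does not exclude chance. With lists of equal length the real split gave 75 lost regions and the highest of the others 42. That comparison concerns which regions ranked among the 894 strongest peaks, since a region outside them may still hold a peak in a longer list. The 35 splits do not keep the olaparib arms fixed as the main test does, so here too chance is not excluded. Shallower sequencing is argued against by depth: in 10 of the 16 pairs of a library with and a library without UNC0642, the first was deeper and still had fewer peaks, and in the other 6 it was not deeper. A stricter effective minimum height is argued against by a common minimum height per depth, with which the difference in mean log2 peak number was −1.62. What stays open is the control. The recovered scales show that the lists were not all called against the same control, but they do not show a deeper control with UNC0642: control depth was 6.36, 6.99, 6.62 and 6.94 fragments per kb with it and 6.41, 7.52, 6.11 and 6.86 without. Background height was 0.734 to 0.929 with UNC0642 and 0.827 to 0.992 without. Control signal at the lost regions themselves was not tested. The day of library preparation is not given in the sources used here, and spike-in DNA was not analysed here. Less G9a on chromatin, or less G9a protein, is an untested biological alternative that the design allows.

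The excess of lost over mirror regions was large with the full lists, 1109 against 10, and small with equal numbers of top peaks, 75 against 55. Equal lengths push the 2 counts towards each other by construction, and list length is itself what differed with UNC0642. Whether list length is the source of the excess therefore cannot be told.

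Which regions were lost followed their strength. The area under the curve for rank in the DMSO lists, kept against lost, was 0.780, consistent with weak regions dropping below the caller's threshold first. Strength alone is argued against as the whole account. At equal rank, regions at H3K4me3 peaks were kept less often than the others in each of the 4 libraries with UNC0642, by a mean difference of −11.1 percentage points ± 2.90 (SD, n = 4), and in the 2 olaparib libraries the difference was −1.14 ± 1.42 (SD, n = 2). A candidate explanation is that G9a sites at active promoters and enhancers respond more to UNC0642. How far promoters account for it cannot be told. Of the 3638 regions of both DMSO libraries, 1614 lay at H3K4me3 peaks and 231 at a gene end. Gene ends here are the outer ends of protein-coding genes, so start sites inside genes and promoters of other genes were not counted. Control signal at active promoters and enhancers, which was not analysed here, was not tested and remains an alternative. The H3K4me3 list also comes from a library whose cell line is uncertain.

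The lower share of G9a peaks at H3K4me3 with UNC0642 was tested against 2 properties of the lists. Different list lengths are argued against, since with equal numbers of top peaks the difference was −17.4 points. Narrower peaks, with medians of 173 to 195 bp with UNC0642 against 208 to 224 bp without, are argued against as the whole cause, since counting only the middle base of each peak gave a difference of −7.34 points, from 31.7% to 24.4% (exact permutation p = 0.0556, two-sided, the smallest allowed).

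The small overlap of the H3K27ac lists of DMSO and the combination is consistent with few fragments behind each peak: 75.3% of the strongest 1% of the DMSO peaks were found again, against 6.41% of the lower 50%. It is limited as an account of the whole, since only 25.0% of the peaks ranked between 1% and 10% were found again. Of the DMSO peaks with at least 10 fragments, 24.4% met a combination peak that also had at least 10. That share leaves out weaker counterparts. The rise of the shared part with rank does not by itself single out low fragment counts, and other technical causes were not tested. A real change in the weaker peaks cannot be excluded with 1 library per treatment. For the CUTAC lists, the lower number with the combination cannot be told apart from a shallower library, whose background coverage was 2.31 times lower, because each treatment had 1 library.

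The CUT&RUN IgG list held a peak at the ends of 926 genes, 4.62% of those tested. Of its 1868 peaks 44 met a G9a peak of any library.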
